# circRNAs May Be Involved in Dysfunction of Neutrophils of Type 2 Diabetic Mice through Regulation of Specific miRNAs

**DOI:** 10.3390/biomedicines10123129

**Published:** 2022-12-04

**Authors:** Takahiro Umehara, Ryoichi Mori, Kimberly A. Mace, Katsumi Tanaka, Noriho Sakamoto, Kazuya Ikematsu, Hiroaki Sato

**Keywords:** diabetic-derived neutrophil, circular RNA, microRNA, inflammation, wound healing, diabetes, microarray

## Abstract

Diabetes is known to delay wound healing, and this delay is attributed to prolonged inflammation. We found that microRNAs (miRNAs) might be involved in the dysfunction of diabetic-derived neutrophils, and dynamics of neutrophil and chronic inflammation might be initiated by miRNA-regulated genes. Moreover, studies of miRNA function in nephropathy have suggested that circular RNAs (circRNAs), which function as sponges of miRNA to regulate their expression, are potential biomarkers and new therapeutic targets for the diagnosis of diabetic nephropathy. Accordingly, to investigate the molecular mechanism of the regulation of inflammation in diabetic-derived neutrophils, we identified circRNAs in diabetic-derived neutrophils obtained from BKS.Cg-*Dock7^m^ +/+ Lepr^db^*/J (*Lepr^db/db^* and *Lepr^db/+^*) mice using microarrays. Neutrophils from pooled bone marrow of three diabetic and three non-diabetic mice were isolated and total RNA was extracted. Microarray analysis was performed using the Arraystar Mouse Circular RNA Array. The results showed that three circRNAs were significantly increased and six circRNAs were significantly decreased in diabetic-derived neutrophils compared with non-diabetic-derived neutrophils. The expressions of some circRNAs in diabetic-derived neutrophils were more than double those in non-diabetic-derived neutrophils. The circRNAs contain binding sites of miRNAs, which were differentially expressed in diabetic-derived neutrophils. Our results suggest that circRNAs may be involved in the regulation of inflammation in diabetic-derived neutrophils.

## 1. Introduction

As population growth continues to increase, the number of diabetic patients is also expected to increase, with estimates reaching up to approximately 300 million by 2030 [1]. Diabetes causes various complications such as neuropathy and diabetic kidney disease. Diabetic nephropathy is a major chronic microvascular complication that occurs in about 25–40% of type 2 diabetes mellitus cases [2]. Moreover, diabetes can delay the healing of wounds, cause infection, and make it more severe, resulting in an intractable ulcer. Approximately 15% of diabetic patients require amputation of a toe, foot or part of a leg in more than 80% of those cases [3]. The development of intractable ulcers involves the functional decline of immune cells from persistent hyperglycemia, vascular insufficiency, and neuropathy [4,5,6]. Research aimed at developing new therapeutic methods and identifying new therapeutic targets for diabetes is being conducted, which can be facilitated by clarifying the molecular mechanisms involved in delayed diabetic wound healing. However, these mechanisms remain largely unknown.

We previously found that diabetic wounds had a prolonged inflammatory phase and impaired transition to the proliferative phase [7], and that the cause of prolonged inflammation was from the dysfunction of diabetic-derived neutrophils rather than the diabetic environment [8]. Furthermore, our results revealed that microRNAs (miRNAs) exhibit differential expression in diabetic-derived neutrophils compared with non-diabetic-derived neutrophils, and that *miR-129-2-3p* overexpression at the wound site of type 2 diabetic mice accelerated wound healing [9]. These results suggest that upregulating *miR-129-2-3p* may be a strategy to improve the dysfunction of diabetic-derived neutrophils. miRNA may thus be a new therapeutic target for diabetic wounds and may be developed into a new treatment method.

Circular RNAs (circRNAs) are key molecules that are involved in the regulation of miRNA expression. circRNAs are synthesized by back splicing and have been shown to function as miRNA sponges and upregulate the expression of mRNAs targeted by miRNAs [10,11,12]. Multiple studies have shown that circRNAs play important roles in the biological processes of various diseases [13]. circSDHC functions as a sponge for miR-127-3p to promote the proliferation and metastasis of renal cell carcinoma [14]. Circ100084 functions as a sponge of miR-23a-5p to regulate IGF2 expression in hepatocellular carcinoma [15]. circDiaph3 regulates vascular smooth muscle cell differentiation, proliferation, and migration in rat [16]. Screening for circRNAs associated with inflammation in peripheral leukocytes of patients with type 2 diabetes mellitus was performed [17], and circRNAs have shown potential applications as disease biomarkers and novel therapeutic targets [18].

We hypothesized that circRNAs might be involved in regulating miRNAs involved in chronic inflammation in diabetic-derived neutrophils. To explore the potential molecular mechanism of inflammatory control in diabetic-derived neutrophils, we screened for circRNA expressions in diabetic-derived neutrophils using microarrays.

## 2. Materials and Methods

### 2.1. Animals

The Animal Care Committee of Nagasaki University and University of Occupational and Environmental Health approved the protocol for this study (approval numbers: 1906191539 and AE22-013). BKS.Cg-*Dock7^m^ +/+ Lepr^db^*/J (*Lepr^db/db^* and *Lepr^db/+^*) mice (5 weeks old) were purchased from Charles River Laboratories (Yokohama, Japan). Animals were housed under a 12/12 h light/dark cycle (light on: 07:00, light off: 19:00) at constant temperature and humidity and allowed free access to food and water. After euthanasia by overanesthesia, male mice at 8 weeks of age were used and were age-matched to controls. To eliminate the effect of hormonal action related to sexual maturation on skin wound healing, we used only male mice.

### 2.2. Microarray Analysis

Bone marrow (BM) was flushed from femurs and tibiae. Neutrophils from the pooled BM of three diabetic (db) and three non-diabetic (non-db) mice were isolated using an anti-Ly-6G microbead kit (Miltenyi Biotec Inc., Bergisch Gladbach, Germany). Microarray analysis was performed on six pools (three pools of three db BM samples and three pools of three non-db BM samples) using Arraystar Mouse Circular RNA Microarray (Arraystar Inc., Rockville, MD, USA), in accordance with the manufacturer’s instructions. Bioinformatic analyses were performed using Miranda and TargetScan (Miranda, Lewis) (Arraystar Inc.). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE213297. 

### 2.3. Isolation of Neutrophils, Macrophages, T Cells, and B Cells

Neutrophils from BM of six non-db mice were isolated using a neutrophil isolation kit (Miltenyi Biotec Inc.). Macrophages, T cells, and B cells from BM of six non-db mice were isolated with a Microbead Kit (Miltenyi Biotec Inc.) in accordance with the manufacturer’s instructions. Cells were incubated with anti-CD11b Ab, anti-CD5 Ab, and anti-CD19 Ab to isolate macrophages, T cells, and B cells, respectively [9].

### 2.4. RNA Isolation for Real-Time Quantitative PCR

Neutrophils were isolated from BM of six db and six non-db mice using a neutrophil isolation kit and anti-Ly-6G Microbead kit (Miltenyi Biotec). Total RNA, including miRNA, was extracted using an miRNeasy Mini kit and miRNeasy Micro kit (QIAGEN, Germantown, MD, USA) in accordance with the manufacturer’s instructions. Total RNA was quantified using a NanoDrop™ 2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA samples were stored at −80 °C until use.

### 2.5. cDNA Synthesis for circRNA and microRNA, and Quantitative Real-Time PCR (qRT-PCR)

Complementary DNA (cDNA) was synthesized from RNA (850 ng) using the circRNA cDNA synthesis kit (Applied Biological Materials Inc., Richmond, BC, Canada) in accordance with the manufacturer’s instructions. qRT-PCR was performed in a 20 µL reaction using EmeraldAmp PCR Master Mix (Takara Bio, Kusatsu, Shiga, Japan) and a Thermal Cycler Dice Real Time System (Takara Bio). The amplification mix and thermal cycling conditions were established as described by Panda et al. [19]. Primers for circRNA were designed for the 100 bp sequence before and after the junction sequence by Primer 3 (Table 1). DNA synthesis of circRNAs was performed by Hokkaido System Science Co., Ltd. (Sapporo, Japan). Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was purchased from Takara Bio Inc. 

Total RNA (350 ng) was used as a template for complementary DNA (cDNA) synthesis for miRNA expression analysis using TaqMan MicroRNA Assay (Thermo Fisher Scientific). qRT-PCR was performed using TaqMan MicroRNA Assay for miRNA expression analysis (Thermo Fisher Scientific). Primers (mmu-miR-92a-2-3p (Catalog #: 4427975, Assay ID: 002496), mmu-miR-450b (Catalog #: 4427975, Assay ID: 001962) and U6 snRNA (Catalog #: 4427975, Assay ID: 001973)) were purchased from Thermo Fisher Scientific. The relative quantification of mRNA transcripts and miRNA was performed using the ∆∆Ct method [20]. 

### 2.6. Statistical Analysis

Data are shown as means ± SD. The statistical significance of differences between means was assessed by Mann–Whitney *U* test, unpaired *t*-test, and one-way ANOVA, followed by Tukey’s multiple comparison test and two-way ANOVA, followed by Bonferroni post-tests to compare replicate means (GraphPad Software, San Diego, CA, USA). A *p*-value < 0.05 was considered significant.

## 3. Results

### 3.1. circRNA Expression Is Altered in Neutrophils from Diabetic Mice

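RNA of neutrophils isolated from bone marrow with anti-Ly-6G beads was measured in 3 db pools and 3 non-db pools, each made from 3 male mice at 8 weeks of age. The RNA had been treated with RNase R, an enzyme that degrades linear RNA and leaves circular RNA, then amplified, labelled with a single dye (Cy3) and hybridized to 1 array per pool. The non-db pools carry the numbers 1, 2 and 3 and the db pools the numbers 4, 5 and 6. Each array held 14236 circRNA probes, each spotted once, and 94 control probes spotted 10 times each. The authors deposited the scanner output of each array and a table of log2 signal values. The paper's text does not name the normalization behind that table. The sorted values of the 6 columns nearly coincided, as after quantile normalization, with a median SD of 0.00728 log2 units across the columns. Within each array the values followed the rank order of the scanner's processed signal, with a Spearman correlation of at least 0.992 across circRNAs, which are not independent replicates. The scanner file of pool 1 stopped after 2422 of 15712 spots, so the deposited log2 values were used for all 6 pools. The scanner's detection flag was read from the other 5 arrays, on which between 80.7% (pool 5) and 91.4% (pool 3) of the circRNA probes were well above background and no spot was saturated. The 12722 probes well above background on at least 3 of these 5 arrays were kept. The files pair probes with no circRNA names. Names were assigned by setting the fold changes of Tables S1 and S2 against those of all probes. Of the 453 listed circRNAs, 449 matched a single probe within 0.001% and 4 matched 2 probes, which were told apart by the listed p-value. Groups were compared with limma's moderated test (lmFit and eBayes) on the log2 values, db minus non-db, two-sided. The number of arrays limits the precision, since 3 pools against 3 cannot give an exact permutation p under 0.1.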

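Among the 12722 circRNA probes kept, the mean log2 signal of the db pools was more than 1.5-fold above that of the non-db pools for 206. The pools contributed unequally to these rises. Of the 206 circRNAs listed in Table S1, 192 had their highest signal of the 6 pools in pool 4, 12 in pool 5, 1 in pool 6 and 1 in the non-db pool 3. Relative to the mean of the non-db pools, the median log2 difference over the list was 1.72 in pool 4, 0.87 in pool 5 and -0.06 in pool 6. Pool 6 was the lowest of the 3 db pools for 197 of them. The db and non-db values did not overlap for 20 of the 206 (9.71%). Chance gives 10% for 3 pools against 3 among circRNAs not chosen by their group difference, as these were. Without pool 4, 66 circRNAs were more than 1.5-fold higher, and 57 of those in Table S1 remained above this threshold. The largest rise in Table S1 was that of mmu_circRNA_43813, an exonic circRNA of Zfp426 on chromosome 9. Its log2 signal was 12.57 ± 3.83 (SD, n = 3) in db and 9.02 ± 0.11 (SD, n = 3) in non-db pools. The 3 db pools measured 15.75, 13.64 and 8.31, and the last lay under every non-db pool. Its log2 difference of 3.55 (standard error 1.64) was not past the threshold after adjustment (limma, Benjamini-Hochberg adjusted p = 0.951), and the exact permutation test gave p = 0.4.

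**Figure D1:**
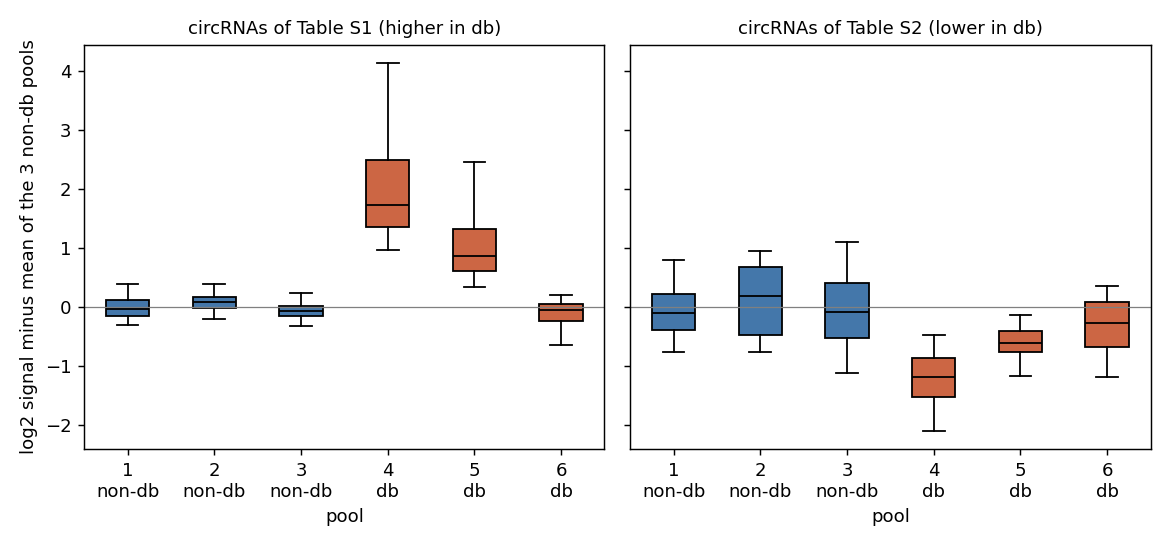
Log2 signal of each pool minus the mean of the 3 non-db pools, for the circRNAs of Table S1 (left) and Table S2 (right), with non-db pools in blue and db pools in orange. Boxes span the quartiles with the median as a line, and whiskers run from percentile 5 to percentile 95 of the circRNAs. In the left panel the medians of pools 4, 5 and 6 are 1.72, 0.87 and -0.06.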

Microarray analysis was performed to evaluate circRNA expression and the results identified 206 circRNAs that were expressed more than 1.5-fold higher in diabetic-derived neutrophils compared with non-diabetic-derived neutrophils (Figure 1A, Supplementary Table S1). 

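mmu_circRNA_015487, mmu_circRNA_41782 and mmu_circRNA_43177, the 3 circRNAs listed as increased in Table 2, had rises between 1.51-fold and 1.71-fold. mmu_circRNA_41782, an exonic circRNA of Hdgfrp3 on chromosome 7, had a log2 signal of 7.77 ± 0.51 (SD, n = 3) in db and 7.00 ± 0.20 (SD, n = 3) in non-db pools. It was the only one of the 3 whose groups did not overlap, with a limma p of 0.0197 before adjustment and the smallest possible exact permutation p = 0.1. mmu_circRNA_015487, an exonic circRNA of Tead2 on chromosome 7, measured 8.53 ± 0.50 in db and 7.91 ± 0.40 in non-db pools (SD, n = 3 each). Its log2 difference of 0.62 had a standard error of 0.30, a limma p of 0.0731 and an exact permutation p = 0.2. mmu_circRNA_43177, an exonic circRNA of Elmod2 on chromosome 8, measured 5.39 ± 0.43 in db and 4.79 ± 0.63 in non-db pools (SD, n = 3 each). Its log2 difference of 0.60 had a standard error of 0.35, a limma p of 0.129 and an exact permutation p = 0.3. In the scanner values of pools 2 to 6, scaled by a single factor per array, its direction was reversed, with a log2 difference of -0.37, while normexp background correction with quantile normalization of the same pools gave 0.40. Without pool 4, the log2 differences of these circRNAs were 0.40 for mmu_circRNA_015487, 0.55 for mmu_circRNA_41782 and 0.40 for mmu_circRNA_43177, all under 1.5-fold. For mmu_circRNA_43177 the difference was smallest without pool 3, at 0.24. Pool 3 measured 4.08 for it, near the lowest deposited value of that array, 4.038. The scanner still called its probe well above background on all 5 arrays with complete files. With pool 3, 4 or 5 left out, limma's p for mmu_circRNA_41782 was 0.0645, 0.0539 or 0.0569. With the scan session, which pools 1 and 4 shared, as a block, limma's p was 0.0266 for mmu_circRNA_015487, 0.0111 for mmu_circRNA_41782 and 0.0701 for mmu_circRNA_43177. Over all probes passing both thresholds, 34 circRNAs were more than 1.5-fold higher with an unadjusted limma p under 0.05. The methods' t-test, run unpaired on the same values, left 0 and was the alternative with the lowest such count, while leaving out pool 6 gave 298.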

Among the 206 total circRNAs, 3 circRNAs were significantly increased in diabetic-derived neutrophils (Figure 1B, Table 2). 

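More than 1.5-fold lower mean signal in db pools was found for 246 of the probes kept and for 247 of all 14236 probes. Of the 247 circRNAs of Table S2, 178 had their lowest signal in pool 4, 28 in pool 5 and 30 in pool 6. The median log2 difference from the non-db mean over this list was -1.18 in pool 4, -0.60 in pool 5 and -0.26 in pool 6. All 3 db pools lay on the same side of the non-db mean for 165 of the 247, and the groups did not overlap for 30 (12.1%), again among circRNAs chosen by their group difference. Without pool 4, the count of circRNAs more than 1.5-fold lower was 102, and 77 of the Table S2 circRNAs still passed the threshold. Falls were smaller than rises, with 9 circRNAs of Table S2 and 71 of Table S1 past 2-fold in the published folds. The largest fall in Table S2 was that of mmu_circRNA_32197, which overlaps Malat1 on chromosome 19 in the sense direction. Its log2 signal was 9.71 ± 0.86 (SD, n = 3) in db and 10.97 ± 1.80 (SD, n = 3) in non-db pools, where pool 3 alone measured 13.01. Without pool 3 its log2 difference fell in size from -1.27 to -0.25, and the exact permutation test over all pools gave p = 0.5.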

We also identified 247 circRNAs that were decreased to two-thirds or less in fold change analysis (Figure 1A, Supplementary Table S2). Of the 247 circRNAs, 6 circRNAs were significantly decreased in diabetic-derived neutrophils (Figure 1B, Table 2).

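Among the 6 circRNAs listed as decreased in Table 2, mmu_circRNA_19188, an intronic circRNA on chromosome 17, had the smallest limma p. Its log2 signal was 7.86 ± 0.26 in db and 8.61 ± 0.26 in non-db pools (SD, n = 3 each), a log2 difference of -0.74 (standard error 0.20). The limma p was 0.00617 before adjustment and the exact permutation p = 0.1, and limma's p stayed under 0.05 with any pool left out. mmu_circRNA_34763, an exonic circRNA of Syndig1 on chromosome 2, also had groups that did not overlap, with a log2 difference of -0.63 (standard error 0.22), a limma p of 0.0215 and an exact permutation p = 0.1. mmu_circRNA_41665, an exonic circRNA of Chd2 on chromosome 7, had a log2 difference of -0.72 (standard error 0.27), a limma p of 0.0323 and an exact permutation p = 0.2. For mmu_circRNA_28776, which overlaps Mroh4 on chromosome 15, the log2 difference was -0.59 (standard error 0.31, limma p 0.0978, exact permutation p = 0.3). It was -0.28 without pool 3 and -0.81 without pool 6. With pool 3, 4 or 5 left out, limma's p was 0.0513, 0.0646 or 0.0562 for mmu_circRNA_34763 and 0.0867, 0.0844 or 0.101 for mmu_circRNA_41665. The other two had the widest spread within groups. mmu_circRNA_001389, antisense to Malat1 on chromosome 19, measured 6.33 ± 0.66 in db and 6.93 ± 0.84 in non-db pools (SD, n = 3 each). The limma p was 0.242 and the exact permutation p = 0.5. Its log2 difference of -0.60 was -0.20 without pool 3 and -1.03 without pool 2. mmu_circRNA_22278, an exonic circRNA of Dot1l on chromosome 10, measured 8.71 ± 0.98 in db and 9.39 ± 0.92 in non-db pools (SD, n = 3 each; limma p 0.285, exact permutation p = 0.5). Its log2 difference of -0.68 was -0.16 without pool 4, -0.27 without pool 3, -1.18 without pool 1 and -1.13 without pool 6. With limma's p adjusted over the list alone, 0 of the 9 circRNAs of Table 2 were under 0.05 and the smallest was 0.0555. The list was chosen by the study on these same pools, so this is not independent evidence. Before adjustment, 4 of the 9 were under 0.05. With the scan session as a block there were 6, and limma's p for mmu_circRNA_22278 was 0.0353. With Figure 1B and Table 2, the paper states that 3 circRNAs were significantly increased and 6 significantly decreased in diabetic-derived neutrophils.

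**Figure D2:**
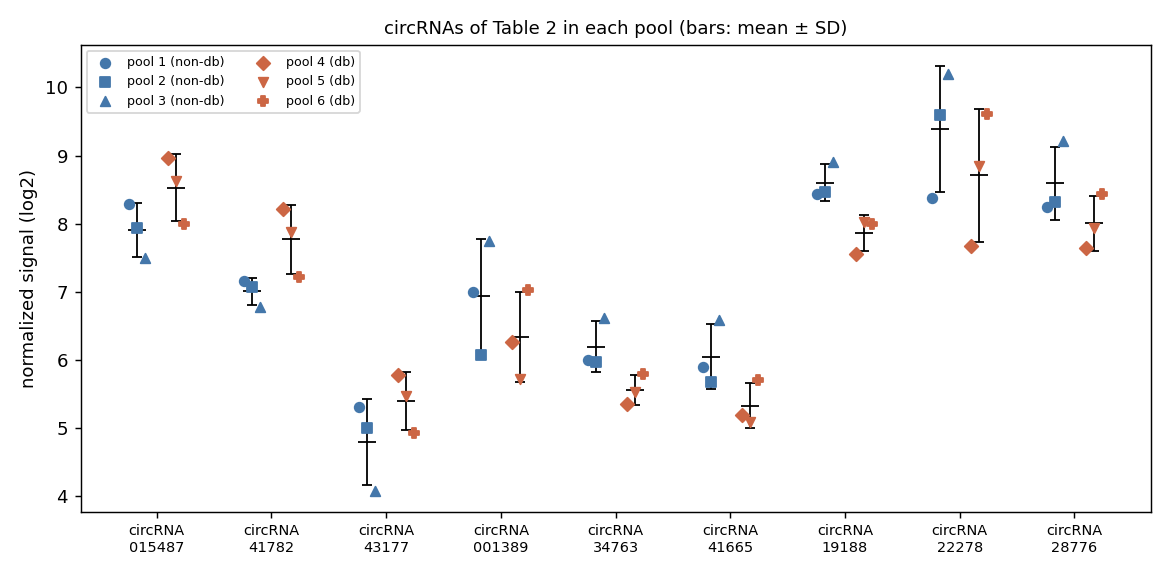
Normalized log2 signal of the 9 circRNAs of Table 2 in each of the 6 pools, with non-db pools in blue and db pools in orange. Each marker is 1 pool, and the bars give the mean ± SD of the 3 pools. The groups overlap for 6 of the 9 circRNAs.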

### 3.2. miR-129-2-3p May Be Regulated by circRNAs in Diabetic-Derived Neutrophils

Previous studies showed that the expression of *miR-129-2-3p* was decreased in diabetic-derived neutrophils [9]. We next examined the upregulated circRNAs for miR-129-2-3p binding sites. However, the three circRNAs that were significantly increased in diabetic-derived neutrophils did not possess miR-129-2-3p binding sites. Therefore, we extracted the top seven circRNAs among the total circRNAs with miR-129-2-3p binding sites using Miranda and TargetScan (Figure 2A). 

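All 7 circRNAs of Figure 2A had a higher mean signal in db than in non-db pools, by at least 2.36-fold. The paper drew them from Table S1, so their higher db mean on these same pools was fixed by that choice. The pool values of 1 of the 7 are not reported here, which says nothing on whether it differs. For each of the 6 reported, pools 4 and 5 lay above every non-db pool. Pool 6 lay above every non-db pool for 0 of these 6 and under every one for 4. mmu_circRNA_29357, which overlaps Hic2 on chromosome 16, had log2 signals of 10.67, 8.94 and 6.48 in pools 4, 5 and 6. The non-db pools measured 6.88, 7.24 and 7.04. Its log2 difference was 1.64 (standard error 0.91), from 8.70 ± 2.10 in db against 7.05 ± 0.18 in non-db pools (SD, n = 3 each). The limma p was 0.113 and the exact permutation p = 0.4. With 1 pool left out at a time, the difference ranged from 0.66 without pool 4 to 2.75 without pool 6. Over the 6, limma's p before adjustment lay between 0.0535 and 0.170, and the exact permutation p between 0.2 and 0.4. Adjusted over the list alone, all 7 included, 0 were under 0.05 and the smallest was 0.142. With the scan session as a block, limma's p before adjustment was 0.0409 for mmu_circRNA_19765 and 0.0944 for mmu_circRNA_29357. Without pool 4, the 6 differences stayed positive, between 0.50 and 0.91, and 2 were under 1.5-fold. Without pool 6, limma's p before adjustment lay between 1.74e-05 and 0.00104 for the 6 and was 0.000547 for mmu_circRNA_29357. Pool 6 was the lowest db pool for each of the 6, so leaving it out raises every difference. After adjustment over all probes kept, 2 circRNAs were under 0.05 in limma without pool 6, and neither is listed in Figure 2A.

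**Figure D3:**
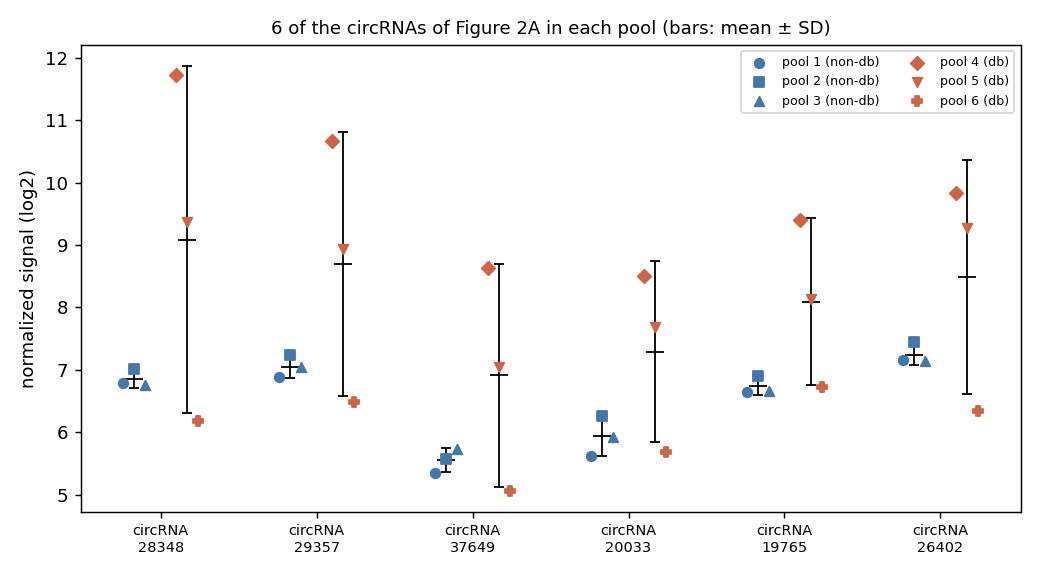
Normalized log2 signal of 6 of the 7 circRNAs of Figure 2A in each of the 6 pools, with non-db pools in blue and db pools in orange. Each marker is 1 pool, and the bars give the mean ± SD of the 3 pools. For mmu_circRNA_29357 the db pools sit at 10.67, 8.94 and 6.48.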

The seven identified circRNAs each had one to four miRNA binding sites.

qRT-PCR showed that the expression of *mmu_circRNA_29357* was significantly increased in diabetic-derived neutrophils compared with non-diabetic-derived neutrophils (Figure 2B). The expression of the other circRNAs could not be detected by qRT-PCR. These results, showing that the expression of *miR-129-2-3p* was significantly decreased whereas the expression of *mmu_circRNA_29357* was significantly increased in diabetic-derived neutrophils, suggest that *miR-129-2-3p* may be a target of *mmu_circRNA_29357*. 

### 3.3. The Function of Diabetic-Derived Neutrophils May Be Regulated by miRNA-circRNA Axis other than miR-129-2-3p-circRNA Axis

We next focused on the six circRNAs that were significantly downregulated in diabetic-derived neutrophils and investigated their potential miRNA targets (Table 3). The expression of *mmu-miR-92a-2-5p*, which was identified as a target of *mmu_circRNA_22278*, was significantly increased in diabetic-derived neutrophils (Figure 3A). The expression of *mmu-miR-450b-5p*, which was identified as a target of *mmu_circRNA_001389*, was not changed between diabetic-derived neutrophils and non-diabetic-derived neutrophils (Figure 3B). These results showed that the circRNA–miRNAs may or may not be involved or related to the function of cells from diabetic mice. Further examination of the interactions between these molecules is needed.

To examine the cellular expression of *mmu-miR-92a-2-5p*, we isolated neutrophils, macrophages, B cells, and T cells from BM in non-db mice and examined the expression of *mmu-miR-92a-2-5p* using qRT-PCR. Its expression was significantly increased in T cells and B cells compared with that in other cells (Figure 3C). This suggests that *mmu-miR-92a-2-5p* might be involved in various biological processes, not just inflammation.

## 4. Discussion

circRNA are circular RNA molecules that act as sponges for miRNAs, competing with miRNA response elements, and thereby controlling post-transcriptional regulation of miRNAs [21,22]. Recent studies have demonstrated the utility of miRNAs and circRNAs as new diagnostic markers and therapeutic targets for various diseases such as liver disease and cancer [23,24,25,26,27,28,29,30]. To successfully develop diagnostic markers and therapeutic agents, there is a need to elucidate the molecular mechanisms underlying the specific disease. Many discoveries have been made about the role of miRNAs in diabetic nephropathy, and studies of miRNAs have deepened our understanding of this condition. Although previous studies on diabetic nephropathy had the limitation of being restricted to animal experiments, the findings suggest that the circRNA_0001946–miR671-5p–CDR1 axis is a potential therapeutic target for diabetic nephropathy. Findings on other circRNA–miRNA axes such as circRNA_15698–miR-185 also suggested that miRNA regulation may trigger diabetic nephropathy or be involved in the progression of diabetic nephropathy [31,32,33]. On the other hand, Hsa_circ_0054633 were also shown to be useful as diagnostic markers of pre-diabetes and type 2 diabetes mellitus [34]. In an animal experiment, mmu_circ_0000250 suppressed miR-128-3p expression and increased SIRT1 expression, thereby promoting diabetic wound healing [35]. Other studies reported that circRNAs may exert therapeutic effects via regulation of miRNAs/mRNAs such as STAT3 and the miR-31–FBN1 axis in wound healing [36,37]. However, to the best of our knowledge, no studies have focused on circRNA expression in neutrophils as a factor associated with delayed wound healing in diabetes mellitus. Accordingly, in this study, we performed a comprehensive analysis of circRNAs in diabetic-derived neutrophils.

Wound healing in diabetic patients is known to be delayed, which can result in intractable skin ulcers [9]. Repair and regeneration of wound skin tissue consists of three phases: inflammation, proliferation/migration, and maturation/resolution. A balance between the appropriate recruitment and elimination of cells involved in inflammation, such as neutrophils and macrophages, from the BM to the wound site is important for effective tissue repair. We previously showed that, although myeloid cells, including granulocytes, gradually converge on wound sites and then disappear 7 days after wounding in non-diabetic mice, in diabetic mice the number of myeloid cells in wound sites continued to increase on days 2 to 10 after wounding [7]. Thus, the accumulation of chronic myeloid cells at wound sites, involving prolongation of the inflammatory phase, impedes the transition to the proliferative phase such as angiogenesis. In diabetic-derived neutrophils, many miRNAs are differentially expressed, and our results identified *miR-129-2-3p* as a downregulated miRNA. *miR-129-2-3p* directly regulates the translation of certain genes such as *Casp6*, *Ccr2*, and *Dedd2* and is involved in various biological processes such as inflammatory responses and apoptosis [9]. We thus speculated that low-level expression of *miR-129-2-3p* may contribute to the dysfunction of diabetic-derived neutrophils. As a factor for the low expression of *miR-129-2-3p* in diabetic-derived neutrophils, other recent studies have shown that miR-129-2 is epigenetically regulated by DNA methylation [38]. In our previous study, analysis of ChIP data of the regulatory region in putative intron 1 of the gene, which is upstream from the sequence encoding the mature miRNA, showed that this region is bound by many transcription factors such as Pu.1 and Cebp transcription factors. Both of these genes are underexpressed in diabetic-derived Gr-1+CD11b+ myeloid cells [39], which include neutrophils. In this study, we speculated that *miR-129-2-3p* is regulated by circRNAs and performed circRNAs screening in diabetic-derived neutrophils. A comprehensive analysis of circRNAs in diabetic-derived neutrophils has not been performed so far. We also did not find any studies linking the nine circRNAs whose expression was significantly changed in this study with wound healing. Of the seven circRNAs with miR-129-2-3p binding sites, only circRNA_29357 showed significant expression changes in diabetic-derived neutrophils by qRT-PCR. Accordingly, further examination of the function of circRNA_29357 in diabetic-derived neutrophils is required.

We performed prediction analysis and identified miR-450b-5p as a potential target miRNA for circRNA_001389 and miR-92a-2-5p as a potential target microRNA for circRNA_22278. miR-450b-5p was previously reported to be associated with inflammation and shown to reverse endothelial cell damage through regulation of circRNA_0005699 [40]. In this study, no significant changes in miR-450b-5p expression were observed in diabetic-derived neutrophils, suggesting that miR-450b-5p may not be involved in the dysfunction of diabetic-derived neutrophils. In contrast, miR-92a-2-5p showed significant expression changes in diabetic-derived neutrophils. miR-92a-2-5p was reported to induce apoptosis by post-transcriptional repression of miR-92a-2-5p through regulation of circAMOTL1L in renal cell carcinoma [41]. Diabetic wounds in type 2 diabetic mice have myeloid cell accumulation in the wound area, and these cells cause abnormal apoptosis. Consequently, these results showed that these causes were caused by an increase in *mmu-miR-92a-2-5p*, suggesting that *mmu_circRNA_22278* may be involved in regulation of apoptosis.

## 5. Conclusions

Our results showed that multiple circRNAs exhibited altered expressions in diabetic-derived neutrophils. circRNAs function as sponges for many miRNAs and affect downstream mRNA expression, suggesting that the aberrant levels of these circRNAs may be involved in the dysfunction of diabetic-derived neutrophils. Further investigation is required to determine whether the identified circRNAs are involved in the function of diabetic-derived neutrophils.

## Figures and Tables

**Figure 1:**
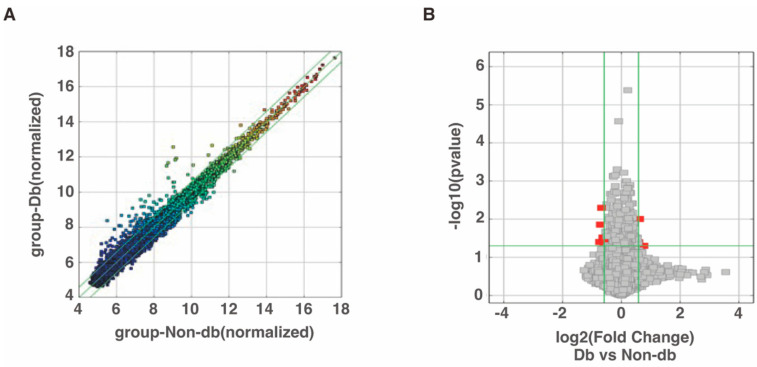
Changes in circRNA expressions in diabetic-derived neutrophils. (**A**) Scatter plot was used for assessing the circRNA expression variation between two samples or two groups of samples. The X- and Y-axes are the normalized signal values of the samples (log2 scaled). The green lines indicate fold change. CircRNAs above the top green line and below the bottom green line are circRNAs with more than 1.5-fold change between the two compared samples. (**B**) Volcano plots were used for visualizing differential expression between two different conditions. The vertical lines correspond to 1.5-fold increase and decrease, respectively, and the horizontal line represents a *p*-value of 0.05. The red points represent the differentially expressed circRNAs with statistical significance.

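Over the whole set of probes kept, 205 of 12722 (1.61%) had an unadjusted limma p under 0.05. After Benjamini-Hochberg adjustment over all of them, 0 were under 0.05, and the smallest adjusted p = 0.951 in limma. The methods' t-test gave 274 probes under 0.05 before adjustment and 0 after it. Past both lines of the volcano plot, limma placed 47 circRNAs lower in db pools. The 3 largest rises among circRNAs with a limma p under 0.05 and groups that did not overlap were those of mmu_circRNA_24012 (Trim37, log2 difference 1.94), mmu_circRNA_20385 (Acsl3, 0.95) and mmu_circRNA_22747 (Tmem5, 0.88). For each of these, pool 6 lay just above the non-db pools, for example at 7.63 for mmu_circRNA_24012 against 7.49 to 7.56. Without pool 4 their log2 differences were 1.09, 0.73 and 0.50. With any of pools 1 to 5 left out, limma's p was over 0.05 for mmu_circRNA_24012 and mmu_circRNA_22747, and with any of pools 2 to 5 left out for mmu_circRNA_20385. The 3 largest falls by the same rule were those of mmu_circRNA_009340 (Hist1h1c, log2 difference -1.14), mmu_circRNA_27842 (Akap11, -0.93) and mmu_circRNA_016423 (Plcl2, -0.91). For mmu_circRNA_009340, limma's p was 0.0627, 0.0722 or 0.0749 with pool 3, 4 or 6 left out. For mmu_circRNA_016423, limma's p stayed under 0.05 with any pool left out. In scanner values of pools 2 to 6 it was 0.156 after scaling, 0.139 after scaling on detected probes, 0.0704 after quantile normalization and 0.0126 after normexp. mmu_circRNA_27842 had the smallest limma p of all probes, 0.00344, with 5.91 ± 0.20 in db and 6.84 ± 0.39 in non-db pools (SD, n = 3 each) and an exact permutation p = 0.1. Its difference lay between -1.06 and -0.71 with each pool left out in turn. In scanner values of pools 2 to 6 it was -0.86 after scaling and -0.48, under 1.5-fold, after normexp. Next by limma's p came the probe ASCRP4003013, which has no name in the tables, with a log2 difference of -0.54, and mmu_circRNA_25314 (Ppm1a), with -0.68.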

**Figure 2:**
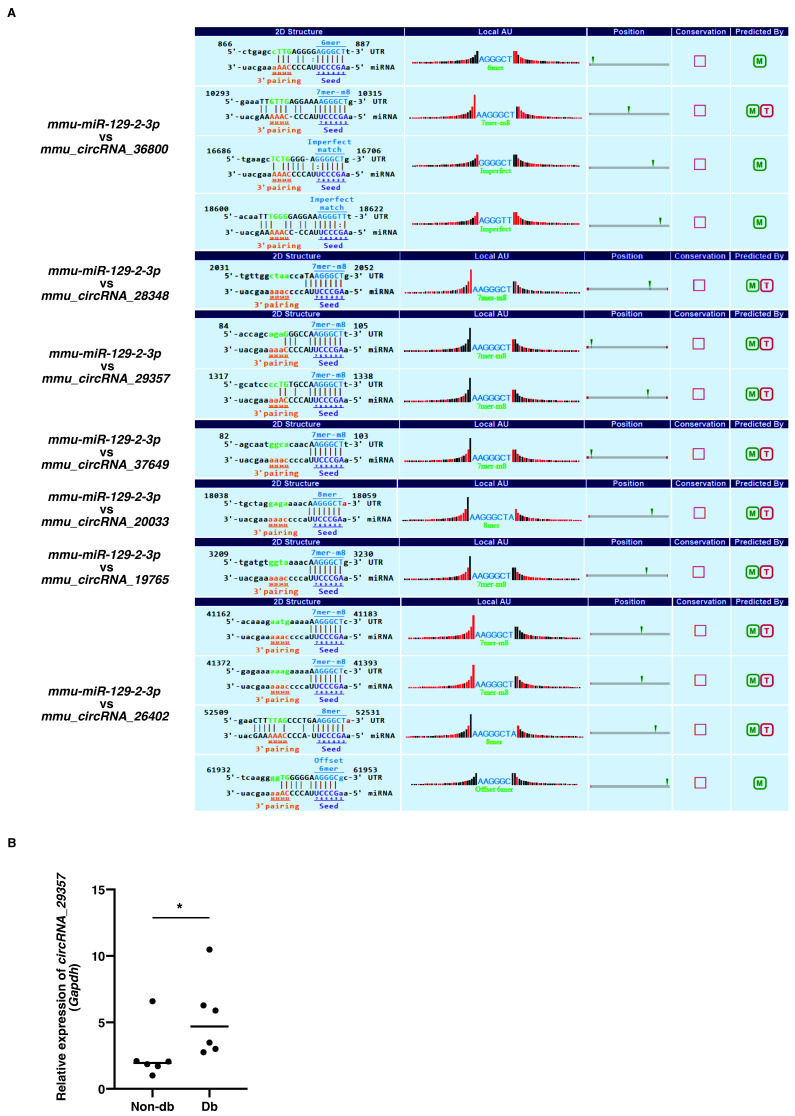
Identification of circRNAs with putative miR-129-2-3p binding sites. (**A**). The top seven circRNAs with putative miR-129-2-3p binding sites using Miranda and TargetScan from 206 circRNAs were extracted. The binding sequences between miR-129-2-3p and circRNAs are shown. (**B**). Relative expression of *circRNA_29357* in Db. Graphs show mean ± SD (*n* = 6). The statistical significance of differences between means was assessed by Mann–Whitney *U* test. * *p* < 0.05.

**Figure 3:**
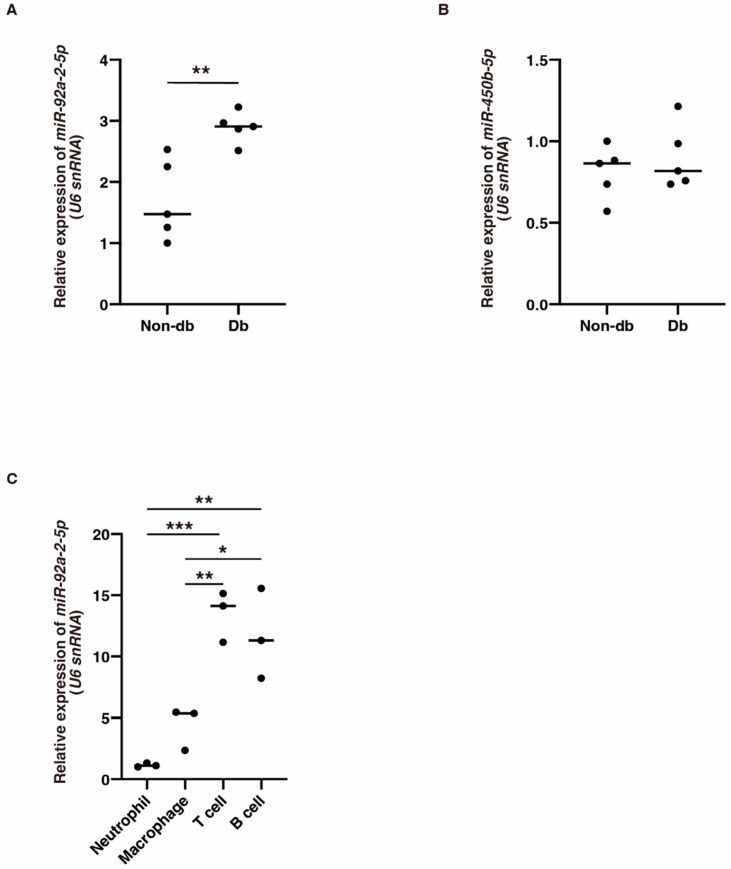
The expression of *miR-92a-2-5p* and *miR-450b-5p* in diabetic-derived neutrophils and *miR-92a-2-5p* in T and B cells. (**A**,**B**). Relative expression of *miR-92a-2-5p* and *miR-450b-5p* in Db. Graphs show mean ± SD (*n* = 5). The statistical significance of differences between means was assessed by unpaired *t*-test. ** *p* < 0.01. (**C**). Relative expression of *miR-92a-2-5p* in neutrophils, macrophages, T cells, and B cells isolated from BM from non-db mice. *miR-92a-2-5p* is mainly expressed in T cells and B cells. Graphs show mean ± SD (*n* = 3). The statistical significance of differences between means was assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Table 1:** Primers of circRNAs.

Target gene	Primer	Sequence (5′-3′)	Base
mmu_circRNA_36800	forward	GGGCGCTTTCTAGAAGAAGT	20
	reverse	CCAGAAGAATCATAAGCACATGG	23
mmu_circRNA_28348	forward	TAGTTCACCGGCGGATTTAC	20
	reverse	TCTCAGGTGTTCCTTCTGACC	21
mmu_circRNA_29357	forward	TTGCCTGTGATGAGTGTGGT	20
	reverse	TGGTTCAGCTGTAGCAGGAG	20
mmu_circRNA_37649	forward	AGGTGCTGGTCCTACAGAGG	20
	reverse	TCTGTCCAGAAGCCCTTGTT	20
mmu_circRNA_20033	forward	AGCCAATATAGCCTGGATGG	20
	reverse	CACTTCATGAGAACGGCTGA	20
mmu_circRNA_19765	forward	CCCTCGCCAAACATTTTTAT	20
	reverse	GAGTGCAAAGGAAATGCCATA	21
mmu_circRNA_26402	forward	CAGCAGCTGGAAAAGGATCT	20
	reverse	ATTTCTTCCATGGCAGCTTG	20

**Table 2:** Differentially expressed circRNAs.

circRNA	Source	Chrom	circRNA_Type	GeneSymbol	FC (abs)	Regulation	*p*-Value
mmu_circRNA_015487	circBase	chr7	exonic	Tead2	1.5407217	up	0.00990479
mmu_circRNA_41782	25714049	chr7	exonic	Hdgfrp3	1.7063881	up	0.04996231
mmu_circRNA_43177	25714049	chr8	exonic	Elmod2	1.5117275	up	0.04014974
mmu_circRNA_001389	circBase	chr19	antisense	Malat1	1.5153945	down	0.04172861
mmu_circRNA_34763	25714049	chr2	exonic	Syndig1	1.5506074	down	0.030088466
mmu_circRNA_41665	25714049	chr7	exonic	Chd2	1.6456881	down	0.013881577
mmu_circRNA_19188	25070500	chr17	intronic		1.6756403	down	0.039428327
mmu_circRNA_22278	25714049	chr10	exonic	Dot1l	1.5997135	down	0.005037364
mmu_circRNA_28776	25714049	chr15	sense overlapping	Mroh4	1.5055119	down	0.034069477

**Table 3:** miRNA binding sites of circRNAs.

circRNA	MRE1	MRE2	MRE3	MRE4	MRE5
mmu_circRNA_001389	mmu-miR-7085-3p	mmu-miR-450b-5p	mmu-miR-7664-3p	mmu-miR-6982-3p	mmu-miR-1948-3p
mmu_circRNA_34763	mmu-miR-7656-3p	mmu-miR-6926-3p	mmu-miR-3077-3p	mmu-miR-7033-5p	mmu-miR-7017-3p
mmu_circRNA_41665	mmu-miR-6932-3p	mmu-miR-6946-3p	mmu-miR-6908-3p	mmu-miR-6961-3p	mmu-miR-6957-3p
mmu_circRNA_19188	mmu-miR-5110	mmu-miR-6953-5p	mmu-miR-1249-5p	mmu-miR-6981-5p	mmu-miR-346-3p
mmu_circRNA_22278	mmu-miR-6931-5p	mmu-miR-7048-5p	mmu-miR-7682-3p	mmu-miR-92a-2-5p	mmu-miR-7036b-5p
mmu_circRNA_28776	mmu-miR-6896-3p	mmu-miR-7000-5p	mmu-miR-5615-5p	mmu-miR-6989-5p	mmu-miR-6987-5p

## Data Availability

Publicly available datasets were analyzed in this study. These data can be found here: GSE213297.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10123129/s1, Table S1: Upregulated circRNAs, Table S2: Downregulated circRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

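circRNA signal was measured on Arraystar mouse circRNA arrays in neutrophils of 3 db and 3 non-db pools, each of 3 mice. Samples were assigned to groups from their titles and descriptions and from the paper's methods. The intensity values of each scanner file, deposited by the authors, came from Agilent Feature Extraction for 1-colour arrays and are not normalized between arrays. The deposited log2 values of the whole series hold the authors' normalized signal of 14236 circRNA probes. Neither the normalization nor any filter on dim probes is named in the paper's text. The array design names a mouse genome build, but the build of the circRNA annotation is not stated, so no coordinates are printed. Chromosomes, circRNA types and host genes are those of Table 2 and Tables S1 and S2.

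The rules had set the scanner values, scaled to the 75th percentile of each array, as the values to use, and the deposited log2 values of all 6 arrays in their place if any scanner file lacked probes. The scanner file of pool 1 held 2199 of the 14236 circRNA probes, so the deposited log2 values were used. Probes were kept where the scanner called them well above background on at least 3 of the 5 arrays with complete files, which kept 12722 and left out 1514. Fold changes are differences of group means of log2 values, with the paper's threshold of 1.5-fold. Tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings), two-sided, on all 6 pools with no covariate, and p-values were adjusted by Benjamini-Hochberg over the probes kept. For single circRNAs, an exact permutation test over all splits of the 6 pools was added. Its smallest p is 0.1. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

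Probes were named through the published folds, within a tolerance of 0.001%. When every published fold was raised by 0.1%, 12 of the 453 matched some probe within the same tolerance, and 0 of these matched on the listed p-value as well (tolerance 0.01%). A fold that equals the paper's for a named circRNA follows from this way of naming and is not a separate check of the paper's folds.

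The circRNAs named in the text are the 9 of Table 2, the 7 of Figure 2A, of which 1 is not reported here, the largest fold of each supplementary table, mmu_circRNA_001946, the 3 largest rises and 3 largest falls with a limma p under 0.05 and groups that do not overlap, and up to 5 with the smallest adjusted p. Because adjusted p-values were tied, the last were ordered by unadjusted p. Other circRNAs are named only where the text says that they were chosen after their values were seen.

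The following alternatives were set before the data were examined. They were scanner values scaled to the 75th percentile over all or over detected probes, quantile normalization of scanner values, normexp background correction (offset 50) with quantile normalization, no filter, a filter on all arrays, each pool left out in turn, the methods' t-test, limma with trend and robust settings, limma with array weights, the scan session as a block, and folds from group medians or arithmetic means. Alternatives on scanner values used pools 2 to 6. The mean spot signal was not used here, and normexp was run on the median spot signal. Pools 1 and 4 were scanned in 1 session and the other 4 pools in another. A paired test, the same pairs as a block and a filter on at least 2 arrays were added after the data were seen.

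limma was tested on simulated data made from the means and SDs of the 12722 probes, with 200 of them changed. Of the 100 changed 4-fold, 100 passed both thresholds and 87 had an adjusted p under 0.05. Of the 100 changed 2-fold, 90 passed both thresholds. Of the 12522 unchanged probes, 236 passed both thresholds and 9 had an adjusted p under 0.05. The simulated errors were normal and independent between probes, whereas in the data many circRNAs departed together in pool 4. In the simulation 5.41% of unchanged probes had an unadjusted limma p under 0.05, against 1.61% of all probes kept in the data. These rates therefore need not hold for the arrays. The qRT-PCR measurements of Figures 2B and 3 were not analysed here.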

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

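The test for linear RNA in pool 4 was chosen after the values were seen. The arrays carry probes for linear transcripts, which the paper does not report on. Of 50 such probes, 39 had every spot well above background on all 5 arrays with complete scanner files, although the RNA had been treated with RNase R to remove linear RNA. Of 15 negative control probes, 2 did. Through the RefSeq table of assembly GRCm38.p6, 44 of the 50 accessions matched a gene symbol, Actb among them. The signal may come from linear RNA left after RNase R, or from binding of other RNA to these probes, and the arrays hold no sample without RNase R to tell these apart. Left-over linear RNA as the source of the rises in pool 4 was weighed with the same probes. Relative to each array's 75th percentile, their median difference between pool 4 and the mean of pools 2, 3, 5 and 6 was 0.30 log2 units, with 25 probes higher and 14 lower, so it stays open. The same median was -0.30 in pool 3, with 11 higher and 28 lower. In pool 5, which shared part of the rises, it was -0.04, with 16 higher and 23 lower. For the 2 negative control probes well above background, the median in pool 4 was 0.59. Actb itself was lowest in pool 4, by -1.17. A difference between db and non-db mice in linear RNA was not tested.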

How the results depend on the processing

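The paired test, the pairs as a block and the filter on at least 2 arrays were chosen after seeing the data. The other alternatives were set before the data were examined. All 9 circRNAs of Table 2 kept the paper's direction except mmu_circRNA_43177, which reversed in scanner values of pools 2 to 6, to -0.37 after scaling, -0.39 after scaling on detected probes and -0.21 after quantile normalization. After normexp on the same pools it was 0.40. The cause was not tested. The 7 circRNAs of Figure 2A were higher in db under every alternative run, and pool 4 was the highest pool for 185 to 202 of the Table S1 circRNAs wherever it was included. The study chose all these lists on the same pools, so kept directions are not independent evidence.

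The counts of circRNAs over 1.5-fold, 206 higher and 246 lower, depended on single pools. With each pool left out in turn they ranged from 66 to 457 higher and from 102 to 485 lower, lowest without pool 4 and highest without pool 6. Of the 206 and 246, 57 and 76 stayed past the threshold without pool 4. In scanner values of pools 2 to 6, the counts were 321 higher and 1262 lower after scaling to the 75th percentile, 293 and 1413 after scaling on detected probes, 591 and 832 after quantile normalization, and 156 and 219 after normexp. The share that was higher went from 45.6% to 20.3%, 17.2%, 41.5% and 41.6%. These settings also lack pool 1, and the deposited values without pool 1 gave 251 higher and 359 lower, of which 41.1% were higher. Array weights, which gave pool 4 a weight of 0.314 and pool 5 a weight of 4.15, left 142 higher and 161 lower. Folds from group medians (218 and 297) or arithmetic means (268 and 300) stayed within 1.5 times.

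Counts past both the fold and an unadjusted p under 0.05 were 34 higher and 47 lower. Leaving out single pools moved them from 3 to 298 higher and from 25 to 191 lower. The 3 higher ones without pool 4 were the probes ASCRP4010889, ASCRP4013210 and ASCRP4013783, named after their values were seen. Scanner values of pools 2 to 6 gave 13 and 216 after scaling, 10 and 243 on detected probes, 86 and 89 after quantile normalization, and 5 and 7 after normexp. The 5 were mmu_circRNA_41782, mmu_circRNA_018555 and the probes ASCRP4004120, ASCRP4006855 and ASCRP4007660, again named after their values were seen. mmu_circRNA_018555 had a log2 difference of 0.67 there and -0.86 in the deposited values of all pools. The share of higher calls, 42% in the values used, was 5.68%, 3.95%, 49.1% and 41.7% in these settings. The methods' t-test gave 0 and 7, limma with trend and robust settings 56 and 51, and the scan session as a block 77 and 57. Apart from fewer pools or another error estimate in each setting, the cause was not tested.

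With adjusted p under 0.05, the count was 0 in limma and in every alternative except without pool 6, where it was 2. These were mmu_circRNA_29837 (Abi3bp) and mmu_circRNA_40615 (Foxp1), named after their values were seen, with log2 differences of 4.38 and 3.17 and an adjusted p = 0.0141 in limma. In pool 6 they measured 5.34 and 7.60, against non-db means of 5.50 and 7.74. The smallest adjusted p ranged from 0.0141 to 1 over all settings.

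No paired fit had been set beforehand, because the labels give the groups different numbers (1 to 3 and 4 to 6). Paired in the order of these numbers (1 with 4, 2 with 5, 3 with 6), the deviations from the group means correlated across circRNAs at 0.06, -0.20 and 0.13. These correlations gave no sign of pairs but cannot exclude a pairing in processing. Pools 1 and 4 shared a scan session, and the p-values listed by the paper follow this pairing. The labels do not state it, so the main test stayed unpaired. A paired test gave 3 higher and 6 lower, and limma with these pairs as a block 101 and 71. Under the 6 possible pairings, the paired test gave between 7 and 35 circRNAs in all past both thresholds, and 9 under the order of the numbers.

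Signal over background limits the dimmest probes. Without the filter, 207 were higher and 247 lower, and with a filter on all arrays 204 and 241. Of the circRNAs named by the rule, leaving out pool 6 brought 10 past an unadjusted p under 0.05 and moved 1 out. Leaving out pool 1 or 2 brought 1 past it each, and leaving out pool 1, 2, 3, 4 or 5 moved 2, 3, 7, 7 or 6 out.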

Differences from the paper's values

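The paired test and the pairs as a block were chosen after seeing the values. The paper reports 3 circRNAs as significantly increased, and limma gave 34 here. Of the alternatives set before the data were examined, leaving out pool 4 gave 3, but these were other circRNAs than those of Table 2, and no other such alternative came within 1.5 times. The paper reports 6 as significantly decreased, and limma gave 47. The methods' t-test and normexp on pools 2 to 6 each gave 7, and the other alternatives set beforehand did not come within 1.5 times. A paired test in the order of the pool numbers, chosen after seeing the values, gave 3 and 6, and called the 9 circRNAs of Table 2. The p-values of Tables S1 and S2 equalled those of this paired test within 0.01% for the 449 circRNAs named by fold alone. The 4 others were named with the help of this p-value, so their equality follows from the naming. The statistics section of the paper names an unpaired test among others for the whole study, and does not say which was used for the arrays. The match over the 449 circRNAs shows that the listed p-values are those of the paired test.

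For the circRNAs of Table 2, the p-values differed as follows, with limma's p here second. For mmu_circRNA_015487 the paper's p is 0.00990 and limma's 0.0731, and leaving out pool 6 (0.0117) was the only alternative set beforehand within 1.5 times. It was also called when pool 1 was left out and with the scan session as a block. For mmu_circRNA_41782 the paper's p is 0.04996 and limma's 0.0197. The 4 settings on scanner values, leaving out pool 2, 3, 4 or 5, and the methods' t-test came within 1.5 times, and the others did not. For mmu_circRNA_43177 the paper's p is 0.0401 and limma's 0.129, and leaving out pool 1 (0.056) or pool 6 (0.0522) came within 1.5 times, while no alternative set beforehand called it. For mmu_circRNA_001389 the paper's p is 0.0417 and limma's 0.242, and only leaving out pool 2 (0.048) came within 1.5 times and called it. For mmu_circRNA_41665 the paper's p is 0.0139 and limma's 0.0323, and leaving out pool 2 (0.0185) or pool 6 (0.0144) came within 1.5 times. For mmu_circRNA_19188 the paper's p is 0.0394 and limma's 0.00617, and scanner values scaled to the 75th percentile (0.0281) came within 1.5 times. For mmu_circRNA_22278 the paper's p is 0.00504 and limma's 0.285. No alternative set beforehand came within 1.5 times, and the scan session as a block (0.0353) called it. For mmu_circRNA_28776 the paper's p is 0.0341 and limma's 0.0978, and leaving out pool 6 (0.0374) came within 1.5 times and called it. Limma with the pairs as a block, also chosen after seeing the values, called all 9, and came within 1.5 times of the paper's p for mmu_circRNA_015487 (0.00668) and mmu_circRNA_22278 (0.00429).

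For the other circRNAs of Table S1 compared here, the paper's p-values lie above limma's. They are 0.243 against 0.0666 for mmu_circRNA_43813, 0.296 against 0.103 for mmu_circRNA_28348, 0.320 against 0.113 for mmu_circRNA_29357 and 0.309 against 0.0897 for mmu_circRNA_001946. They are 0.356 against 0.122 for mmu_circRNA_37649, 0.270 against 0.0726 for mmu_circRNA_20033, 0.226 against 0.0535 for mmu_circRNA_19765 and 0.357 against 0.170 for mmu_circRNA_26402. The methods' t-test came within 1.5 times of the paper's for all of these, and so did leaving out pool 4 for all but mmu_circRNA_19765. Normexp did so for all but mmu_circRNA_43813. Scaled scanner values did so for mmu_circRNA_37649, mmu_circRNA_20033 and mmu_circRNA_26402 under both scalings, and for mmu_circRNA_29357 on detected probes. Quantile-normalized scanner values did so for the same 4. Leaving out pool 1 did so for mmu_circRNA_29357 and mmu_circRNA_26402, and leaving out pool 3 or 5 for mmu_circRNA_26402. The remaining alternatives set beforehand did not.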

Other observations

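The tests of the scan session, the normalization, linear RNA, a label swap, a single RNA and the splits for the fold counts were chosen after the values were seen. The tests of single pools behind the rises and falls, of the other splits for p-values and of array regions were set before their results were seen.

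db pool 4 stood apart from the other 5 pools. Its correlations with them across circRNAs ran from 0.9296 to 0.9648, and those among the other 5 from 0.9652 to 0.9883. It lay more than 1.5-fold above the median of the others for 1206 circRNAs and under it for 1047, the highest of the 6 pools in both. Leaving it out brought the count of circRNAs over 1.5-fold higher from 206 to 66 and lower from 246 to 102. In most circRNAs of Table S1 it was the highest pool, and in 185 of the 247 of Table S2 the lowest db pool.

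Several technical explanations were argued against. The scan session that pool 4 shared with pool 1 would raise both. Over the 1168 circRNAs more than 1.5-fold higher in pool 4 than in the other db pools, a choice made without the non-db pools, pool 1 had a median difference of -0.07 from pools 2 and 3. The authors' normalization would leave no such pattern in scanner values scaled by 1 factor per array, where pool 4 was still the highest of pools 2 to 6 for 185 of the 206 circRNAs of Table S1. A bright region of the array would raise neighbouring spots, within 2 rows and 1 column of the Table S1 spots, and their median departure was -0.00048 over 2073 spots. Linear RNA left after RNase R stays open (median 0.30, described with the linear probes), as does a single wrong label. A swap of labels with a non-db pool could not be tested, since labels do not enter the distances between pools. At least 2074 circRNAs in pool 4 were over 1.5-fold from the mean of a pair of non-db pools, against 988 to 1419 for a non-db pool and the other two, which restates that pool 4 stood apart. In db pools 5 and 6 the counts were 590 to 751 and 257 to 538, so this distance does not show which group a pool belongs to, and whether its label is right stays open. The vendor's 14 circRNA control probes went the other way, lower in pool 4 for 12 of 14 with a median of -0.73 against pools 2, 3, 5 and 6. These probes also shifted in other pools. Their median was 0.53 in pool 5 and 0.39 in pool 3, each with 12 higher and 2 lower. A difference among the mice pooled, or in the cells isolated from them, was not tested.

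Pool 5 shared part of the pattern. Of the 85 circRNAs raised by more than 2 log2 units in pool 4 over the non-db mean, 75 were over 1.5-fold higher in pool 5 and 0 in pool 6, where 71 lay under the non-db mean. If a single RNA were seen by all these probes, its excess in pool 5 would be a fixed share of that in pool 4. Over the 56 with a rise above 1 log2 unit in pool 5, the share ran from 0.164 (percentile 10) to 0.474 (percentile 90), with a log2 SD of 0.64. The median SD of a single log2 level between the non-db pools was 0.17 for these circRNAs, which is not the noise of such a ratio. Across the 85 circRNAs, which are not independent, the rises in pools 4 and 5 had a Spearman correlation of 0.80, so 1 RNA stays open. A candidate explanation is that the db pools differ in something that pool 4 has most of and pool 6 least. It was found in these values, and an effect of diabetes that varies between pools stays open with it.

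Chance could not be excluded for the counts of circRNAs, since 3 pools against 3 make 10 splits. Of these 10, counting the real one, 5 gave at least as many circRNAs over 1.5-fold as its 452, and 9 gave at least as many past both thresholds as its 81. With adjusted p under 0.05 the real split gave 0, so all 10 reach that number by construction and it decides nothing. The split of pools 1, 4 and 5 against 2, 3 and 6 gave 752 and 442. No split follows the scan session, which holds 2 pools and 4.

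The paper's discussion names a circRNA with CDR1 from other work on diabetic nephropathy, and not for these arrays. Table S1 lists mmu_circRNA_001946, antisense to Cdr1 on chromosome X, and whether both are the same circRNA was not tested. Its log2 signal was 10.81, 8.93 and 7.61 in pools 4, 5 and 6, against 7.74 ± 0.21 (SD, n = 3) in non-db pools, a difference of 1.38 with an exact permutation p = 0.3 and 0.53 without pool 4.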
